A study of Mus musculus with 24 samples.

How the data were processed

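Total RNA from mouse cerebellum was measured on 24 single-colour microarrays, 1 array per sample, per the labels. The labels name 2 lines of mice in which a Cre recombinase driven by the nestin promoter removes Derlin-1 or Derlin-2 from the central nervous system, each with floxed mice without Cre as controls. Mice received 200 mg/kg 4-phenylbutyrate (4PBA), a chemical chaperone, or water as vehicle, by injection into the abdomen once a day from day 14 to day 28 after birth, per the labels' protocols. Replicates of the Derlin-2 line and of a first Derlin-1 series carry numbers, and those of a second Derlin-1 series carry letters. In the lettered series the arrays not labelled 4PBA name no vehicle either, so they are called untreated here, and the numbered vehicle and lettered untreated arrays together are called arrays without 4PBA. Groups came from the sample titles alone and made 12 groups of 2 arrays. Each of the 3 slides held 8 arrays: the numbered Derlin-1 series, the Derlin-2 line and the lettered Derlin-1 series each lay on a slide of their own, and the lettered series was scanned on another day than the other 2 slides. On every slide controls lay in the first columns and knockouts in the last, and arrays without 4PBA lay in row 1 and arrays with 4PBA in row 2. Slide position and group can therefore not be told apart within a slide.

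Cy3-labelled RNA was hybridised to Agilent arrays and the spots were read with Agilent Feature Extraction, per the file headers. The deposited value used for each spot was its processed signal, a linear intensity after the authors' spatial background correction, per the file headers; nothing records a normalization between arrays. The authors' series table held linear intensities; set against the scanner files, its values equalled the processed signal at probes with a single spot, with a largest log2 difference of 1.74e-06. The headers name a genome build that differs from the GRCm38.p6 reference gene table, so no coordinates are given and the table was used only for gene names and for which genes neighbour each other.

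Control spots were left out, which left 59305 spots per array. Spots with outlier flags, between 52 and 637 per array, were treated as missing, and the log2 signals of repeated spots of a probe were averaged into 56605 probes. No spot was saturated. A gene symbol came from the reference table through the probe's transcript accession alone; 32994 probes received a symbol and 23611 did not, and the 32994 stood for 22911 symbols. The log2 intensity of each array was lowered by the array's 75th percentile. Probes well above background, by the scanner software's own call, on both arrays of at least 1 group were kept (38115 probes, 24784 with a symbol). A gene with several probes was represented by the probe with the highest mean signal, which gave 16935 genes. Between 57.7% and 68.4% of spots per array were well above background, and the 75th percentile of intensity lay between 890 and 1170. The number of arrays, 2 per group, limits the precision: the median standard error (SE) of a log2 fold change was 0.11 for comparisons averaged over both Derlin-1 series and 0.15 for comparisons within 1 slide.

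All 24 arrays entered 1 linear model with a mean per group (limma 3.58.1 in R 4.3.3, with the data.table package, version 1.17.8), which left 12 residual degrees of freedom and a prior of 2.13. The residual spread of a gene was shared by all 12 groups, so an array that deviates also widens the SE of comparisons without it. Comparisons in the Derlin-1 line were averaged with equal weight over the numbered and lettered series, so that each was made within slides. Tests were two-sided, p-values were adjusted over all genes of a comparison by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Every adjusted p of a gene below is limma's, and every adjusted p of a gene list is from limma's camera or fry. Where a probe was not well above background on any array of a group, its change is given as a bound: the brighter group's mean against, per dim array, the higher of the probe's own signal and the lowest signal among probes well above background there.

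Before the data were examined, 8 gene lists were fixed: cholesterol biosynthesis, the unfolded protein response, ER-associated degradation, and markers of oligodendrocytes and myelin, Purkinje cells, granule neurons, astrocytes with Bergmann glia, and microglia. The cerebellum holds all of these cell types. Lists were tested with camera (inter-gene correlation preset at 0.01) and with fry, which allows for the measured correlation; the 96 tests of 8 lists in 12 comparisons were adjusted together. For fry a missing value was filled with that of the group's other array, and 12 genes missing on both were left out. Of the 96 list tests 33 passed under camera, and 6 of these also passed under fry. The 6 were the cholesterol, unfolded protein response, granule neuron and microglia lists in Derlin-1 knockouts without 4PBA, the unfolded protein response list in Derlin-1 knockouts under 4PBA, and the microglia list in the difference between the Derlin-1 and Derlin-2 effects.

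Genes named in the text followed a rule also fixed in advance. Derl1, Derl2 and Derl3 were always named. Of each comparison the 5 called genes with the largest rise and the 5 with the largest fall were named if the arrays of the groups did not overlap (in the Derlin-1 line, within each series). Of each list, members past an adjusted p of 0.05 over the list alone were named, at most 5 by size; in the interactions and other differences between effects such members were only counted, a limit not set in advance. Gene names without an approved symbol were counted but not named. After the data were seen, the ranking was also limited to genes well above background on every array compared, since values near the floor have no order. A handful of further genes were named because a comparison called 5 or fewer, and these were chosen after their values were seen.

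Alternatives were quantile normalization, normexp background correction with an offset of 50 (on the median spot signal, since the files hold no mean), a stricter and no filter on dim probes, the arrays of the comparison's slides alone, the replicate label as a block, an intensity trend in the prior, the series table's values, the Xist level as a covariate, every probe in place of 1 per gene, each Derlin-1 series alone, an additive slide block, and leaving out each array in turn. A common floor for all arrays at a log2 level of -4.68 was added after the data were seen. The same model was tested on simulated data with 200 of 16935 genes changed. In the Derlin-1 knockout comparison without 4PBA it recovered 81% of genes changed by 1 log2 unit and 93% of those changed by 2, with 10 and 8 false calls. For the Derlin-2 knockout comparison with vehicle the shares were 62% and 92%, with 5 and 13 false calls. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.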

Results

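Cerebella of 28-day-old mice were profiled on 24 arrays in 12 groups (n = 2 arrays each). Derlin-1 and Derlin-2 are membrane proteins of the endoplasmic reticulum (ER) that take part in ER-associated degradation, the removal of misfolded proteins from the ER. The design asks what the loss of either protein in the central nervous system does to cerebellar transcripts, and whether 4PBA changes transcripts in controls and knockouts (KO). In the Derlin-1 line 8 arrays belonged to a numbered and 8 to a lettered series, and 8 arrays belonged to the Derlin-2 line. Levels below are log2 intensities relative to the array's 75th percentile. Between 57.7% and 68.4% of spots per array were well above background. Xist, a transcript of female cells, was well above background on all 24 arrays, with levels from -4.66 to -1.97, and none of Ddx3y, Eif2s3y, Kdm5d and Uty on the Y chromosome was well above background on any array.

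The targeted genes were examined first. Derl1 (probe A_51_P504522) had a level of 0.92 ± 0.03 (SD, n = 2) in vehicle controls and 0.80 ± 0.14 (SD, n = 2) in vehicle KO arrays of the numbered series. The lettered series gave 1.03 ± 0.27 (SD, n = 2) in untreated controls and 0.49 ± 0.50 (SD, n = 2) in untreated KO arrays, where array a had 0.14 and array b 0.84. Averaged over both series the log2 fold change was -0.33 (SE 0.15, adjusted p 0.178), and under 4PBA it was -0.13 (SE 0.15, adjusted p 0.772). The level of this probe therefore did not separate Derlin-1 KO arrays from controls. Its place relative to the part of Derl1 that Cre removes was not worked out, so its level cannot tell whether Derlin-1 was lost. Without array b of the untreated lettered KO the change was -0.50 with an adjusted p of 0.0241; over the 20 other settings, which include leaving out each other array, the adjusted p ranged from 0.0965 to 0.891.

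Derl2 was read by 2 probes. On the brighter probe (A_51_P498831) the 4 control arrays of the Derlin-2 slide lay between 1.40 and 1.58. The 2 arrays labelled Derlin-2 KO with 4PBA had 0.18 and 0.24, and the array labelled Derlin-2 KO vehicle 2 had 0.48, but the array labelled Derlin-2 KO vehicle 1 had 1.72. The second probe (A_55_P2178203) gave -0.40 on the array labelled KO vehicle 1, -1.97 on that labelled KO vehicle 2, -2.11 and -2.40 on the KO arrays with 4PBA, and -0.57 to -0.41 on the controls. The array labelled KO vehicle 1 thus had the level of a control on both probes. With vehicle the log2 fold change of Derl2 was -0.38 (SE 0.28, adjusted p 0.792). It was -1.0 (adjusted p 0.0482) without the array labelled KO vehicle 1 and 0.24 without that labelled KO vehicle 2, while 10 other settings gave adjusted p-values from 0.67 to 0.849. Under 4PBA the brighter probe changed by -1.28 (SE 0.28, adjusted p 0.179). In the fit of every probe in place of 1 per gene its adjusted p was 0.166. In that fit the second probe changed by -1.79 (SE 0.33, adjusted p 0.0543). On the brighter probe the KO vehicle group had an SD of 0.87, against 0.04 in KO arrays and 0.13 in controls with 4PBA. Since the spread is shared by all groups, the array labelled KO vehicle 1 also widens the SE under 4PBA. An adjusted p above 0.05 is therefore no evidence that Derl2 was unchanged there.

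Derl3 (probe A_55_P2743349) encodes the third protein of the family. In the numbered series it rose from -2.58 ± 0.41 (SD, n = 2) in vehicle controls to -0.31 ± 0.02 (SD, n = 2) in vehicle KO arrays. In the lettered series the untreated groups had -1.85 ± 0.23 and 0.14 ± 0.33 (SD, n = 2 each). The averaged change was 2.13 (SE 0.39, adjusted p 0.00557). With 4PBA it was 1.88 (SE 0.39, adjusted p 0.099): the KO arrays of the numbered series had -0.63 and -0.30, array a of the lettered series had 0.17, and the array labelled Derlin-1 KO 4PBA b had -2.27, between the 2 lettered controls with 4PBA at -2.54 and -2.18. In the Derlin-2 line the vehicle comparison gave 1.65 (SE 0.56, adjusted p 0.455) and the 4PBA comparison 1.02 (SE 0.56, adjusted p 1.0). Under 4PBA the Derlin-2 groups had SDs of 0.02 (KO) and 0.09 (controls). The shared spread also held the lettered Derlin-1 KO group with 4PBA, with an SD of 1.72, so the adjusted p does not show that Derl3 was unchanged. Derl3 had -1.85 on the array labelled Derlin-2 KO vehicle 1 and -0.61 on that labelled KO vehicle 2. The vehicle change was 2.27 without the former and 1.04 without the latter. Since its marker levels went against its label, the array labelled Derlin-1 KO 4PBA b is named as such below, like the array labelled Derlin-2 KO vehicle 1.

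**Figure D1:**
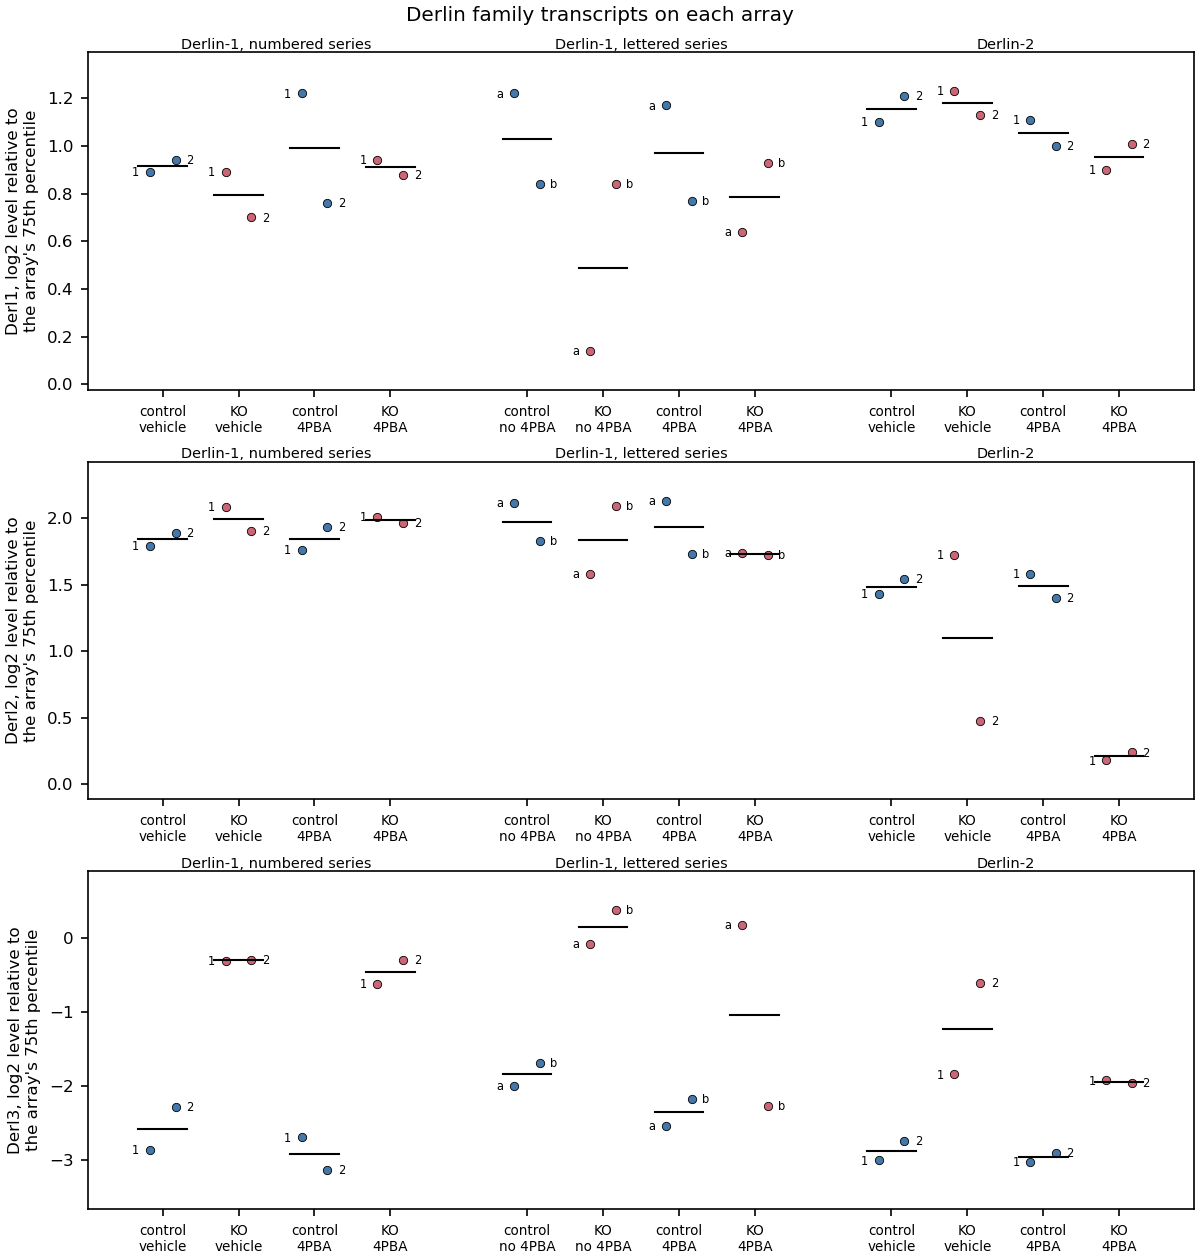
Levels of Derl1, Derl2 and Derl3 (vertical axes, log2 intensity relative to the array's 75th percentile) on each of the 24 arrays, by group; each point is an array with its replicate label, blue for controls and red for KO arrays, and bars are means of 2 arrays. Derl2 lies at 1.72 on the array labelled Derlin-2 KO vehicle 1 and at 0.48 on the other vehicle KO array, and Derl3 lies at -2.27 on the array labelled Derlin-1 KO 4PBA b against 0.17 on array a.

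In Derlin-1 KO cerebellum without 4PBA, 1800 of 16935 genes were called, 890 higher and 910 lower than in controls, and 4517 had an unadjusted p under 0.05. Of the 1800 genes 1691 were well above background on every array compared. The median size of the called changes was 0.48 on the log2 scale, and 316 genes changed at least 2-fold. The choice that moved this count most was the use of a single series: the numbered series alone gave 2 genes (2241 at an unadjusted p under 0.05) and the lettered series alone 599. Across genes, which are not independent replicates, the effects in the 2 series correlated with r = 0.60. Leaving out 1 array at a time gave 654 genes without array a and 2788 without array b of the untreated lettered KO group.

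The order of genes given here holds among called genes well above background on every array compared. The largest rise was that of Gdf15, which changed by 4.46 (SE 0.74, adjusted p 0.00363), from -3.90 ± 0.10 to 0.44 ± 0.32 in the numbered and from -4.22 ± 0.57 to 0.36 ± 0.08 in the lettered series (SD, n = 2 each). Next came Cox6a2 with 3.72 (SE 0.53, adjusted p 0.00242), Cxcl10 with 3.51 (SE 0.65, adjusted p 0.00553), Slc7a3 with 3.38 (SE 0.57, adjusted p 0.00378) and Trib3 with 3.32 (SE 0.45, adjusted p 0.00203). Sh3bgr fell the most, by 2.0 (SE 0.27, adjusted p 0.00203), from 2.35 ± 0.11 to 0.50 ± 0.15 in the numbered and from 2.29 ± 0.16 to 0.14 ± 0.44 in the lettered series (SD, n = 2 each). Pappa changed by -1.93 (SE 0.45, adjusted p 0.0157), Stap2 by -1.82 (SE 0.31, adjusted p 0.00443), Ackr4 by -1.76 (SE 0.24, adjusted p 0.00203) and Scnn1g by -1.67 (SE 0.24, adjusted p 0.00235).

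Gene lists fixed in advance were compared in the same arrays. All 22 genes of the unfolded protein response, the transcriptional program that answers misfolded protein in the ER, were higher in Derlin-1 KO cerebellum without 4PBA. Their median change was 0.95 (adjusted p 2.14e-22 in camera and 0.00294 in fry), and the list mean was above that of the controls in 4 of 4 KO arrays. Of the 22 genes 22 passed when adjusted over the list alone and 21 when adjusted over all genes; the largest changes besides Trib3 were those of Atf3 with 2.25, Chac1 with 2.19, Sdf2l1 with 1.80 and Ddit3 with 1.55. Cholesterol biosynthesis genes were lower: 22 of 23 fell, with a median of -0.41 (adjusted p 2.72e-10 in camera and 0.00597 in fry) and a lower list mean in 4 of 4 KO arrays. Of these 16 passed when adjusted over the list alone and 15 over all genes, led by Stard4 with -0.85, Cyp51 with -0.81, Tm7sf2 with -0.69, Idi1 with -0.66 and Msmo1 with -0.59. The cholesterol median was -0.18 in the numbered and -0.56 in the lettered series, while that of the unfolded protein response was 0.97 and 1.04.

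Microglia genes rose in the same comparison, all 10 of them, with a median of 1.32 (adjusted p 1.89e-09 in camera and 0.00464 in fry) and a higher mean in 4 of 4 KO arrays; 9 passed when adjusted over the list alone and 8 over all genes, led by Trem2 with 1.77, Aif1 with 1.49, C1qb with 1.44 and C1qa and C1qc with 1.43 each. Granule neuron genes fell in 8 of 9 cases with a median of -0.31 (adjusted p 0.000285 in camera and 0.0235 in fry) and a lower mean in 4 of 4 KO arrays. Of these, 6 passed when adjusted over the list alone and 4 over all genes, among them Gabra6 with -0.76, Neurod1 with -0.68 and Grin2c with -0.33; Cbln1 with -0.35 and Cbln3 with -0.31 passed over the list alone. ER-associated degradation genes had a median of 0.05 (adjusted p 0.203 in camera and 0.532 in fry), and 6 passed when adjusted over the list alone and 5 over all genes: Sel1l with 0.36, Syvn1 with 0.34, Selenos with 0.34 and Ufd1 with 0.27 rose, while Vcp changed by -0.39. Medians of the oligodendrocyte and Purkinje cell lists were -0.06 each (camera adjusted p 0.295 and 0.492), and no member passed over either list alone. Astrocyte and Bergmann glia genes had a median of -0.07 but a mean of 0.09, since Gfap rose by 1.25 (adjusted p 0.00242), and the list passed neither test (camera adjusted p 0.933).

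**Figure D2:**
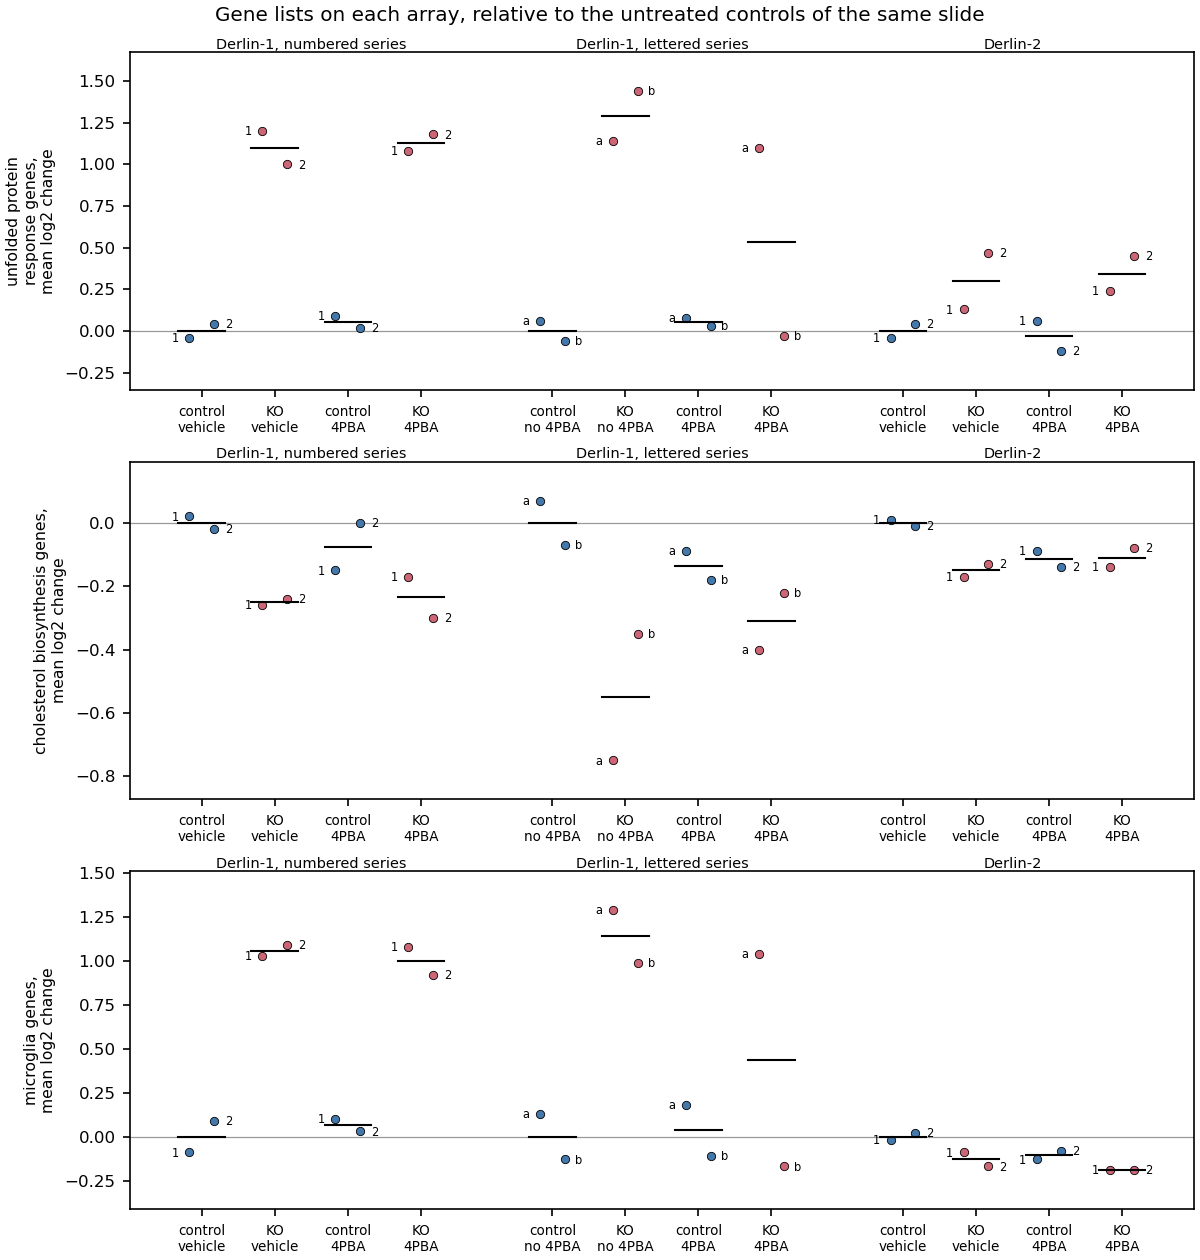
Mean log2 change of the unfolded protein response, cholesterol biosynthesis and microglia lists on each of the 24 arrays relative to the controls without 4PBA of the same slide (vertical axes); points are arrays with their replicate labels, blue for controls and red for KO arrays, and bars are means of 2 arrays. On the microglia list the Derlin-1 KO arrays lie between 0.92 and 1.29, except the array labelled Derlin-1 KO 4PBA b at -0.17.

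In the Derlin-2 line with vehicle, 20 genes were called, 1 higher and 19 lower in the arrays labelled KO, and 1355 genes had an unadjusted p under 0.05. Only 7 of the 20 were well above background on every array compared; 11 were dim in an entire group, with bounds of at least 2.89-fold in the median. Among the measured genes Apold1 changed by -1.55 (SE 0.26, adjusted p 0.037), Ccdc154 by -1.34 (SE 0.18, adjusted p 0.00565), Cdc6 by -1.15 (SE 0.17, adjusted p 0.0165), Myh7b by -0.74 (SE 0.12, adjusted p 0.0327) and Car11 by -0.55 (SE 0.10, adjusted p 0.049). These values include the array labelled Derlin-2 KO vehicle 1, whose Derl2 level was that of a control. Without it 82 genes were called, the 5 named genes kept their direction, and Apold1 no longer passed (-1.6, adjusted p 0.065). All 5 also kept their direction without the array labelled KO vehicle 2, but none passed (adjusted p 0.0861 to 0.41). Unfolded protein response genes had a median of 0.28, with 18 of 22 higher and a higher mean in 2 of 2 arrays labelled KO, and passed camera (adjusted p 0.000149) but not fry (adjusted p 0.683). Cholesterol biosynthesis genes had a median of -0.16, with 18 of 23 lower and a lower mean in 2 of 2 arrays, and passed camera (adjusted p 0.00482) but not fry (adjusted p 0.577). Astrocyte and Bergmann glia genes were lower in 6 of 8 cases with a median of -0.25, in 2 of 2 arrays, and passed camera (adjusted p 0.0445; 0.103 without the array labelled KO vehicle 1) but not fry (adjusted p 0.444). Without the array labelled KO vehicle 2 the median of the unfolded protein response list was 0.12, and without that labelled KO vehicle 1 it was 0.41. No member of any of the 8 lists passed in limma, adjusted over the list alone or over all genes.

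The effect of 4PBA was compared in controls, where injected group and slide row coincided. In Derlin-1 controls 5 genes were called (355 at an unadjusted p under 0.05), and all 5 were not well above background in an entire group. In the numbered series Siglec1 was at least 3.02-fold, Scgb2b24 at least 3.71-fold and Tdpoz1 at least 4.08-fold higher with 4PBA, and Olfr769 was at least 1.98-fold lower. In the lettered series a gene without an approved symbol was at least 3.63-fold higher. In the other series none of the 5 was well above background in controls with or without 4PBA, so no direction is given there. These genes are named because they were few. Cholesterol biosynthesis genes were lower in 21 of 23 cases with a median of -0.11, below the controls without 4PBA in 3 of 4 arrays, and passed camera (adjusted p 4.12e-06) but not fry (adjusted p 0.567). In Derlin-2 controls 22 genes were called, 6 higher and 16 lower (874 at an unadjusted p under 0.05), of which 6 were measured on every array. Scml4 rose by 2.14 (SE 0.31, adjusted p 0.0255), St6galnac5 by 1.40 (SE 0.23, adjusted p 0.033), Hebp2 by 1.29 (SE 0.23, adjusted p 0.0468) and Bach2 by 1.18 (SE 0.20, adjusted p 0.0415), while Plcg1 changed by -0.94 (SE 0.13, adjusted p 0.0255) and Nfatc1 by -0.55 (SE 0.09, adjusted p 0.0255). Without a filter on dim probes the count in Derlin-2 controls was 1279. On that slide 57.68% to 62.9% of spots were well above background with 4PBA, against 63.52% to 66.95% with vehicle. Outlier flags marked 489 to 637 spots per array with 4PBA and 213 to 408 with vehicle. At dim probes 4PBA and array quality can therefore not be told apart. Across genes the 4PBA effects in Derlin-1 and Derlin-2 controls correlated with r = 0.10, and no called gene was shared.

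Within Derlin-1 KO mice 4PBA changed 6 genes, 5 higher and 1 lower (1127 at an unadjusted p under 0.05); only Cnih3, which rose by 1.16 (SE 0.15, adjusted p 0.00737), was measured on every array. Unfolded protein response genes were lower with 4PBA, 22 of 22, with a median of -0.32 that passed camera (adjusted p 5.37e-09) but not fry (adjusted p 0.388). That median was -0.01 in the numbered and -0.62 in the lettered series. It was -0.07 without the array labelled Derlin-1 KO 4PBA b, where 20 of 22 genes were still lower and the list still passed camera (adjusted p 0.0111). The list mean was below both KO arrays without 4PBA in 2 of 4 arrays. Microglia genes behaved alike, with a median of -0.42 (camera adjusted p 0.000149, fry adjusted p 0.388) that was -0.09 in the numbered series and -0.07 without that array, where it no longer passed camera (adjusted p 0.156). Cholesterol biosynthesis genes were higher with 4PBA in 19 of 23 cases, with a median of 0.15 that passed camera (adjusted p 7.79e-05) but not fry (adjusted p 0.519). Their list mean was above both KO arrays without 4PBA in 2 of 4 arrays and below both in 1. Their median was 0.03 in the numbered and 0.27 in the lettered series. Without that array it was 0.10, with 18 of 23 higher (camera adjusted p 0.00549). Over all genes the effect of 4PBA in Derlin-1 KO mice and the effect of the KO without 4PBA had r = -0.58. They share the KO arrays without 4PBA, and 50 simulated draws with neither a 4PBA nor a KO effect gave -0.53 to -0.47. The KO difference in the data was not simulated, and r includes the array labelled Derlin-1 KO 4PBA b. These draws therefore cannot decide whether r goes beyond the shared arrays, and nothing on 4PBA is drawn from it. Within the Derlin-2 line 23 genes were called in KO mice, 19 higher and 4 lower (1559 at an unadjusted p under 0.05), 7 of them measured on every array: Zscan2 with 2.07 (adjusted p 0.000453), Apold1 with 1.59 (adjusted p 0.023), Ccdc154 with 1.34 (adjusted p 0.00404), Ntn4 with 1.20 (adjusted p 0.0114) and Car11 with 0.73 (adjusted p 0.00404) rose, and Hspb1 changed by -1.06 (adjusted p 0.00742). These values include the array labelled Derlin-2 KO vehicle 1, without which 82 genes were called and Apold1 no longer passed (adjusted p 0.0581). Apold1, Ccdc154, Ntn4 and Hspb1 no longer passed without the array labelled KO vehicle 2 (adjusted p 0.0506 to 0.137). The effect of 4PBA in Derlin-2 KO mice shares the KO vehicle arrays with the KO effect with vehicle. Apold1, Ccdc154 and Car11, named in both, are therefore not separate results. Apold1 was at -3.87 in KO arrays with vehicle and at -2.28 in those with 4PBA. In controls it was at -2.32 with vehicle and -2.59 with 4PBA. Purkinje cell genes were lower with 4PBA, 10 of 10 in Derlin-2 KO mice with a median of -0.19 and 9 of 10 in Derlin-2 controls with a median of -0.17, in 2 of 2 arrays each, and passed camera (adjusted p 0.00198 and 0.00372) but not fry (adjusted p 0.156 and 0.388). In Derlin-2 KO mice 7 of 10 were lower without the array labelled KO vehicle 1, with a median of -0.20 (camera adjusted p 0.0016). In the KO mice Pcp4 with -0.54, Rgs8 with -0.45 and Calb1 with -0.27 passed when adjusted over the list alone, and none over all genes (limma; the smallest adjusted p was 0.279). Pcp4 with -0.81 and Rgs8 with -0.70 passed over all genes without the array labelled KO vehicle 1 (adjusted p 0.0216 and 0.0225). They had -0.28 and -0.21 without that labelled KO vehicle 2 (adjusted p 0.879 and 0.894).

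Under 4PBA, 8 genes differed between Derlin-1 KO mice and controls, 4 in each direction (2166 at an unadjusted p under 0.05), and only Tox3, higher by 1.27 (SE 0.16, adjusted p 0.00582), was measured on every array. Without the array labelled Derlin-1 KO 4PBA b the count was 1047. Of the 1800 genes called without 4PBA, 1762 (97.9%) changed the same way under 4PBA, with a median change of 0.26 in that direction. Unfolded protein response genes were higher, 22 of 22, with a median of 0.63 (adjusted p 1.1e-24 in camera and 0.0268 in fry); 3 of 4 KO arrays lay above both controls, and all 22 genes passed when adjusted over the list alone and 0 over all genes in limma. The largest changes were those of Trib3 with 2.34, Atf3 with 1.57, Chac1 with 1.53, Sdf2l1 with 1.20 and Ddit3 with 0.92. Microglia genes had a median of 0.88 and passed camera (adjusted p 1.6e-08) but not fry (adjusted p 0.0933), with 3 of 4 KO arrays above both controls; 8 passed when adjusted over the list alone and 0 over all genes, led by Cd68 with 1.1, Trem2 with 1.09, C1qa with 1.0, Aif1 with 0.99 and C1qb with 0.88. Gfap with 0.85 and Gabra6 with -0.53 also passed over their lists alone but not over all genes (adjusted p 0.099 and 0.163). These list values include the array labelled Derlin-1 KO 4PBA b. Without it the medians of the unfolded protein response and microglia lists were 0.83 and 1.25. Lower under 4PBA, past camera but not fry, were cholesterol biosynthesis genes with a median of -0.19 (adjusted p 0.000244 in camera and 0.388 in fry; below both controls in 4 of 4 KO arrays), oligodendrocyte genes with -0.20 (0.00541 and 0.388; 4 of 4) and granule neuron genes with -0.21 (0.000662 and 0.156; 3 of 4). These 3 medians were -0.24, -0.21 and -0.32 without the array labelled Derlin-1 KO 4PBA b, each past camera. Under 4PBA 23 genes differed in the Derlin-2 line, 15 higher and 8 lower in KO mice (796 at an unadjusted p under 0.05), 8 of them measured on every array. The largest were Zscan2 with 1.55 (adjusted p 0.00748), Ntn4 with 1.46 (adjusted p 0.00559), Itgb1bp1 with 0.94 (adjusted p 0.0246), Rec8 with -2.74 (adjusted p 0.00748), Scml4 with -2.22 (adjusted p 0.00748) and St6galnac5 with -1.39 (adjusted p 0.0299). Scml4 and St6galnac5 had changed by 2.14 and 1.40 with 4PBA in Derlin-2 controls, and both comparisons share the controls with 4PBA. Zscan2 and Ntn4 were also named for 4PBA in Derlin-2 KO mice, which shares the KO arrays with 4PBA. These genes are therefore not separate results. Unfolded protein response genes were higher in 22 of 22 cases with a median of 0.31, in 2 of 2 KO arrays, and passed camera (adjusted p 2.26e-07) but not fry (adjusted p 0.652). Oligodendrocyte genes were lower in 10 of 12 cases with a median of -0.31, in 2 of 2 KO arrays, and passed camera (adjusted p 4e-04) but not fry (adjusted p 0.388). Cholesterol biosynthesis genes had a median of -0.01 with 10 of 23 higher (camera adjusted p 0.773).

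**Figure D3:**
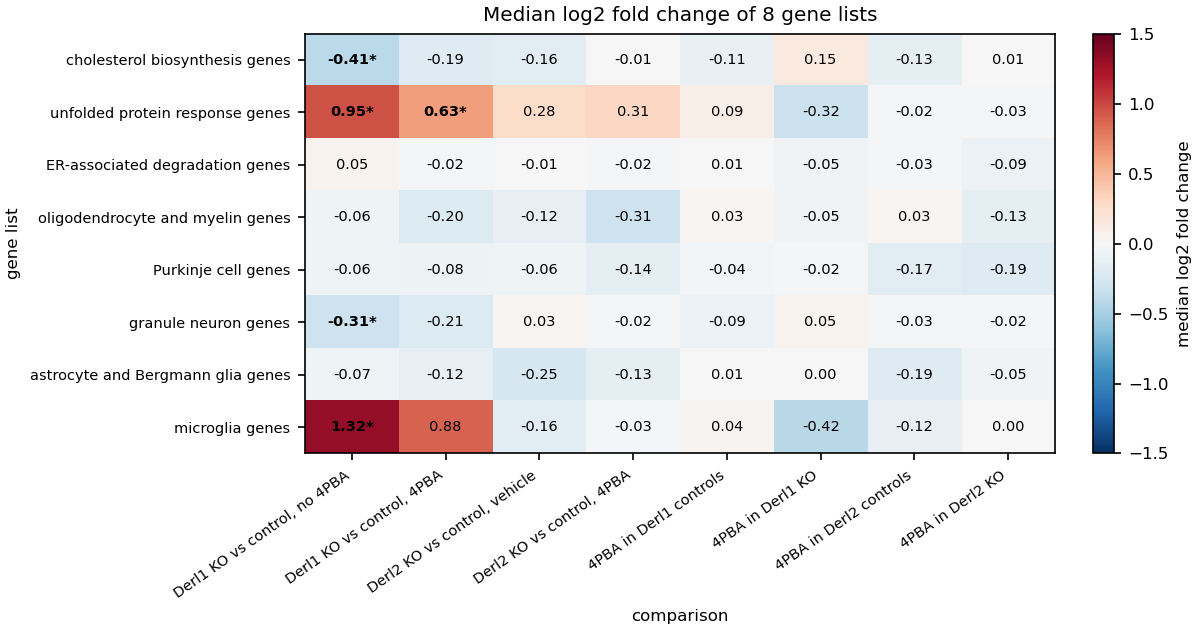
Median log2 fold change (colour and number) of each of the 8 gene lists (rows) in 8 comparisons (columns); an asterisk marks lists with an adjusted p under 0.05 in both camera and fry. In Derlin-1 KO cerebellum without 4PBA the medians of the unfolded protein response and microglia lists are 0.95 and 1.32, and that of the cholesterol list is -0.41.

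Differences between effects were tested directly. The interaction of KO and 4PBA called 2 genes in the Derlin-1 line (452 at an unadjusted p under 0.05) and 13 in the Derlin-2 line (871), of which Ntn4, with 1.54 (SE 0.25, adjusted p 0.0479), was measured on every array. It kept its direction in 17 other settings but no longer passed in 12 of them. Its adjusted p was 0.0838 without the array labelled Derlin-2 KO vehicle 1 and 0.146 without that labelled KO vehicle 2. In the Derlin-1 interaction 4 lists passed camera and none fry: cholesterol biosynthesis with a median of 0.22 (adjusted p 2.02e-10 in camera and 0.388 in fry), the unfolded protein response with -0.44 (3.34e-09 and 0.499), microglia with -0.49 (3.4e-05 and 0.486) and granule neurons with 0.07 (0.0424 and 0.782). These medians were 0.19, -0.17, -0.15 and -0.04 without the array labelled Derlin-1 KO 4PBA b. The camera adjusted p-values were then 1.85e-08, 0.000565, 0.0261 and 0.901. In the Derlin-2 interaction the cholesterol list had a median of 0.14 and passed camera (adjusted p 0.0119) but not fry (adjusted p 0.798). The Derlin-1 and Derlin-2 KO effects without 4PBA differed at 11 genes (2378 at an unadjusted p under 0.05), none of them measured on every array, and correlated across genes with r = 0.08. Microglia genes differed between these effects by a median of 1.42 (adjusted p 3.88e-09 in camera and 0.044 in fry), 10 of 10 higher in the Derlin-1 line. For the unfolded protein response list the difference was 0.69, which passed camera (adjusted p 5.57e-10) but not fry (adjusted p 0.249). So did the cholesterol list with -0.28 (0.000662 and 0.444) and the granule neuron list with -0.33 (0.000105 and 0.108). Adjusted over the list alone, 8 microglia, 8 unfolded protein response, 4 granule neuron and 1 astrocyte genes passed in this difference, and 0 over all genes in limma. These values and r = 0.08 include the array labelled Derlin-2 KO vehicle 1. Without it the unfolded protein response median was 0.49, with 18 of 22 higher. Those of the cholesterol, granule neuron and microglia lists were -0.25, -0.30 and 1.44. The numbered and lettered series differed in their Derlin-1 KO effect at 1 gene (629 at an unadjusted p under 0.05). As the numbered minus the lettered effect, 4 lists passed camera and none fry: cholesterol biosynthesis with a median of 0.31 (adjusted p 1.21e-05 in camera and 0.388 in fry), oligodendrocytes with 0.33 (0.00167 and 0.453), Purkinje cells with 0.21 (0.0445 and 0.519) and the unfolded protein response with -0.07 (0.045 and 0.923).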

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

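The tests on dim probes among the genes that differed between effects, and the test on the share of granule neurons, were chosen after the results were seen; the other tests of this part were written down before.

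Effects that should be alike under the same contrast differed at some genes, by direct tests of the difference. The interaction of KO and 4PBA called 2 genes in the Derlin-1 line and 13 in the Derlin-2 line. The Derlin-1 and Derlin-2 KO effects differed at 11 genes, and the Derlin-1 KO effects of the numbered and lettered series at 1 gene, Olfr769. The 2 genes of the Derlin-1 interaction were Olfr769 and a predicted gene; they and Olfr769 in the series comparison are named because they were few. All of these are counts in limma at an adjusted p under 0.05.

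Most of these genes were dim on some arrays. Genes not well above background on every array compared made up 100% of the 2, 92.3% of the 13, 100% of the 11 and 100% of the 1, against 12.3%, 14.3%, 10.3% and 8.88% of the genes tested. Near-constant signal of dim probes, whose spread between arrays of a group can be very small, is therefore a candidate source of these calls. The share alone does not show it, since a gene that is on in one group and off in another is also dim on some arrays. The predicted gene was well above background on both numbered KO arrays with 4PBA, at least 6.18-fold above KO arrays with vehicle, and in no other group. With a common floor, a setting chosen after the data were seen, 6 of the 12 dim genes among the 13, 3 of the 11, 0 of the 2 and 0 of the 1 were still called; a common floor also lowers the spread of dim arrays. Dim signal and a difference between groups therefore both stay open for these genes, and for Ntn4, the measured gene of the 13, no explanation was tested; without either Derlin-2 KO vehicle array it no longer passed (adjusted p 0.0838 and 0.146). For the Derlin-1 interaction, 100 regroupings of the 16 arrays were drawn with slide as a block: the real grouping gave 0 genes in that fit (343 at an unadjusted p under 0.05 in limma). Any grouping gives as many as 0, so the 100 of 100 that did neither exclude chance nor speak for it. Injection also coincided with slide row on every slide, which these data cannot separate.

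The microglia list differed between the Derlin-1 and Derlin-2 effects by a median of 1.42 on the log2 scale, past both list tests, with 10 of 10 genes higher in the Derlin-1 line. A wrong label of the array labelled Derlin-2 KO vehicle 1 could have hidden an effect in the Derlin-2 line. Without that array the difference was 1.44, not below 0.5 as this explanation needs. A smaller share of granule neurons would raise the transcripts of all other cell types alike. The highest median among the oligodendrocyte, astrocyte and Purkinje cell lists in Derlin-1 KO cerebellum was -0.06, while microglia genes rose by 1.32, so a shift in granule neurons alone is argued against. The 2 lines lay on separate slides, but each effect was taken against controls of its own slide. A larger number or a changed state of microglia after the loss of Derlin-1 is a hypothesis that stays open, since array data cannot part the number of cells from transcripts per cell. It was found and tested on the same arrays.

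Probes without a gene symbol were used in no comparison of the report. Of 13331 such probes that passed the filter, 80 were called between Derlin-1 KO and controls without 4PBA, 39 higher and 41 lower (1687 at an unadjusted p under 0.05 in limma). Near-constant dim signal could produce such calls, but 28.7% of the 80 probes were dim on some array, close to the 25.6% among all tested, so most of the 80 were measured throughout. In a fit of the 8 arrays alone, with slide as a block in each split but the one that follows the slides, 3 of the 35 splits of the arrays, the real split included, gave as many called probes as the real one, which gave 4, so chance cannot be excluded in that smaller fit. The split that follows the slides gave 3098 probes, and another split, fitted with the block, gave 1871. What these probes measure was not analysed here, and no biological explanation was tested.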

How the results depend on the processing

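The common floor was chosen after the data were seen, and the other alternatives before. Counts are of genes called in limma, and "shared" gives how many of them were also called in the reported comparison. Of 218 values of the main results under other settings than leaving out an array, 148 kept their direction and their side of the threshold, or for a count stayed within 1.5 times, and 70 moved; none reversed. The cause was not tested, except where the choice itself leaves fewer or more genes or arrays.

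The medians of the cholesterol and unfolded protein response lists kept their direction and stayed past camera's threshold in all of these settings: from -0.56 to -0.18 and from 0.84 to 1.04 in Derlin-1 KO without 4PBA (13 settings), and from -0.18 to -0.16 and from 0.25 to 0.28 in Derlin-2 KO with vehicle (10 settings). The Derl1 change stayed between -0.54 and -0.12 and that of Derl2 between -0.46 and -0.38, never past the threshold.

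The numbered series alone gave 2 genes in Derlin-1 KO without 4PBA (shared 2), 6 in the Derlin-1 interaction (shared 2) and 6 in the difference between lines (shared 6). From the lettered series alone came 599 genes in Derlin-1 KO without 4PBA (shared 564), 1 for 4PBA in Derlin-1 controls, 2 for 4PBA in Derlin-1 KO, 4 for Derlin-1 KO under 4PBA, 0 for the Derlin-1 interaction (672 at an unadjusted p under 0.05) and 4 for the difference between lines. Both settings compare fewer arrays. An additive slide block gave 0 genes for 4PBA in Derlin-1 controls, 4PBA in Derlin-1 KO, Derlin-1 KO under 4PBA and the Derlin-1 interaction (349 to 2309 at an unadjusted p under 0.05).

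Normexp background correction gave 5 genes in Derlin-2 KO with vehicle (shared 4), 11 for 4PBA in Derlin-2 controls (shared 7), 15 for Derlin-2 KO under 4PBA (shared 13) and 3 for the difference between lines (shared 3). It gave 0 for 4PBA in Derlin-1 controls, 4PBA in Derlin-1 KO, Derlin-1 KO under 4PBA, the Derlin-1 interaction and the difference between series (262 to 2092 at an unadjusted p under 0.05). An intensity trend in the prior gave 2 genes for 4PBA in Derlin-2 controls (shared 2), 45 for 4PBA in Derlin-2 KO (shared 23), 2 for the Derlin-2 interaction (shared 2) and 4 for the difference between lines (shared 4), and 0 for 4PBA in Derlin-1 controls, Derlin-1 KO under 4PBA, the Derlin-1 interaction and the difference between series (323 to 2256 at an unadjusted p under 0.05).

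Signal over background set which genes could be tested. On the Derlin-2 slide, 57.68% to 62.9% of spots were well above background with 4PBA and 63.52% to 66.95% with vehicle. With probes well above background on all 24 arrays, fewer genes remained: 2 were called in Derlin-2 KO with vehicle (shared 2), 1 for 4PBA in Derlin-1 KO (shared 1), 6 for 4PBA in Derlin-2 KO (shared 6), 1 in Derlin-1 KO under 4PBA (shared 1) and 7 in Derlin-2 KO under 4PBA (shared 7). The 4PBA effects in Derlin-1 and Derlin-2 controls, both interactions, the difference between lines and that between series gave 0 (213 to 2157 at an unadjusted p under 0.05). Without a filter more genes were tested, and calls rose to 31 in Derlin-2 KO with vehicle (shared 19), 9 for 4PBA in Derlin-1 controls (shared 4), 1279 for 4PBA in Derlin-2 controls (shared 22), 13 for 4PBA in Derlin-1 KO (shared 6), 1843 for 4PBA in Derlin-2 KO (shared 23), 15 in Derlin-1 KO under 4PBA (shared 8), 45 in Derlin-2 KO under 4PBA (shared 23), 7 in the Derlin-1 interaction (shared 2) and 28 in the Derlin-2 interaction (shared 13). With a common floor there were 31 genes in Derlin-2 KO with vehicle (shared 11), 2 for 4PBA in Derlin-1 controls (shared 0), 12 for 4PBA in Derlin-1 KO (shared 3), 40 for 4PBA in Derlin-2 KO (shared 12), 27 in the Derlin-2 interaction (shared 7), 18 for the difference between lines (shared 3) and 4 for that between series (shared 0).

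Fitting only the arrays of the comparison's slides gave 690 genes in Derlin-1 KO without 4PBA (shared 658), 10 for 4PBA in Derlin-2 controls (shared 8), 13 for 4PBA in Derlin-2 KO (shared 10), 10 in Derlin-2 KO under 4PBA (shared 8) and 3 for the difference between series (shared 1). The series table's values gave 35 for 4PBA in Derlin-2 KO (shared 20). Xist as a covariate gave 5 in Derlin-1 KO under 4PBA (shared 5) and 4 in the Derlin-1 interaction (shared 2), and every probe in place of 1 per gene gave 14 (shared 8) and 5 (shared 2).

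Another scaling also moved the share of higher calls by over 10 percentage points in small counts. For 4PBA in Derlin-2 controls it was 27.3%, 8.7% after quantile normalization and 41.4% with the series table. For 4PBA in Derlin-2 KO it was 82.6%, 57.1% and 60.0%, with 52.5% under the common floor; for 4PBA in Derlin-1 KO 83.3%, 71.4% and 100%, with 58.3% under the common floor. Normexp gave 80.0% against 65.2% in Derlin-2 KO under 4PBA and 100% against 81.8% in the difference between lines. Quantile normalization gave 66.7% against 100% in the Derlin-1 interaction, as did the common floor. The common floor also gave 22.6% against 5.0% in Derlin-2 KO with vehicle, 72.7% against 50% in Derlin-1 KO under 4PBA, 100% against 80.0% for 4PBA in Derlin-1 controls and 25.0% against 0% for the difference between series. No scaling moved the median of all genes by over 0.1.

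The replicate labels were not taken to pair the samples, since the correlations were not over 0.1 throughout: deviations of the same label in different groups of a slide correlated between -0.15 and 0.36 on the numbered Derlin-1 slide, between -0.05 and 0.10 on the Derlin-2 slide and between -0.04 and 0.40 on the lettered slide, with 2, 0 and 5 of 6 pairs of groups over 0.1. A shared source of variation on the lettered slide is not ruled out. With the label as a replicate block 3 genes were called for 4PBA in Derlin-1 controls (shared 3), 9 for 4PBA in Derlin-2 controls (shared 9) and 66 for the difference between lines (shared 11).

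Leaving out 1 array leaves a group with a lone array, which is assumed to vary like the other groups. Counts ranged from 654 to 2788 for Derlin-1 KO without 4PBA (without array a and array b of the untreated lettered KO), 20 to 82 for Derlin-2 KO with vehicle, 3 to 25 for 4PBA in Derlin-1 controls, 17 to 51 for 4PBA in Derlin-2 controls, 3 to 193 for 4PBA in Derlin-1 KO, 36 to 82 for 4PBA in Derlin-2 KO, 8 to 1047 for Derlin-1 KO under 4PBA, 41 to 60 for Derlin-2 KO under 4PBA, 2 to 31 and 10 to 27 for the Derlin-1 and Derlin-2 interactions, 4 to 71 for the difference between lines and 1 to 32 for that between series. The highest counts of 82 came without the array labelled Derlin-2 KO vehicle 1, that of 71 too, that of 1047 without the array labelled Derlin-1 KO 4PBA b, and that of 193 without array a of the same group. The Derl1 change ranged from -0.50 to -0.15 and passed the threshold at -0.50, without array b of the untreated lettered KO. The Derl2 change ranged from -1.0 to 0.24: it passed without the array labelled KO vehicle 1 and reversed without that labelled KO vehicle 2. The cholesterol median ranged from -0.51 to -0.31 in Derlin-1 KO and from -0.18 to -0.12 in Derlin-2 KO, where -0.15 without the array labelled KO vehicle 1 no longer passed. The unfolded protein response median ranged from 0.88 to 1.06 in Derlin-1 KO and from 0.12 to 0.41 in Derlin-2 KO, where 0.12 without the array labelled KO vehicle 2 no longer passed.

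Of 1039 values of single genes under other settings, 862 were the same in direction and side of the threshold, 168 no longer passed, 5 newly passed and 4 reversed. The reversed values, each between groups that were not well above background, were -0.45 for Siglec1 without a filter (where another probe, well above background on 0 of 8 control arrays, stood for the gene), -0.18 for a gene without an approved symbol in the numbered series and 0.26 for Olfr769 in the lettered series, all for 4PBA in Derlin-1 controls, and -0.66 for a predicted gene of the Derlin-1 interaction in the lettered series. On leaving out an array, 490 of 608 such values were the same, 101 no longer passed and 17 newly passed.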

Other observations

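The tests on the 2 doubtful arrays, on the smaller count under 4PBA, on dim signal among the 1800 genes and on the scanner floor, which rests on a common floor set after the data were seen, were chosen after the results were seen; those on slide position, Cre, neighbouring genes and the splits of the Derlin-1 arrays were written down before.

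The array labelled Derlin-1 KO 4PBA b lay with the controls. On the 200 genes that best separated KO from control arrays in the numbered series, the other lettered KO arrays scored 1.18 and 0.97 untreated and 0.97 with 4PBA, the 4 controls scored between -0.06 and 0.05, and this array scored -0.08. An effect of 4PBA is argued against, since the lowest score of the other 3 Derlin-1 KO arrays with 4PBA, each on genes chosen in the other series, was 0.54, near the 0.61 and 0.63 of vehicle KO arrays of that series. Poor array quality is argued against too: 65.2% of its spots were well above background, within the 61.5% to 68.4% of the other 7 arrays of the slide. A swap with a control of the slide would leave a control near the knockouts, and the highest control score was 0.05. What stays open is an animal without the knockout, through a wrong label or a lack of recombination, and the score of -0.08 is consistent with it. The Derl1 level cannot settle this, as it did not separate KO arrays from controls.

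The array labelled Derlin-2 KO vehicle 1 had a control level of Derl2. Failure of a probe is argued against, because the second Derl2 probe, at -0.40, was also at the level of the controls. A control animal under a wrong label may explain it in part: on 200 genes chosen between the KO and control arrays with 4PBA, Derl2 left out, the array scored -0.04, against -0.04 and 0.04 in the controls and 0.24 in the other vehicle KO array. Other values point the opposite way. On 200 genes chosen in the Derlin-1 line it scored 0.10, above the -0.02 to 0.02 of the 4 controls of the slide. Its Derl3 level of -1.85 was nearer to the KO arrays with 4PBA, at -1.93 and -1.96, than to the controls, at -3.03 to -2.75. However, the Derl3 level of the other vehicle KO array, at -0.61, was further from it than that of the nearest control. The score of -0.04 alone had met the test set for a control animal, and these other values were weighed after it was seen. A control animal and a knockout with incomplete recombination cannot be told apart here.

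Fewer genes were called between Derlin-1 KO mice and controls under 4PBA (8) than without (1800). If the array labelled Derlin-1 KO 4PBA b were the whole reason, the count without it was set to lie within 1.5 times of that without 4PBA. It rose to 1047, against 2156 without 4PBA in the same fit, a ratio of 2.06, so the array may explain part of the gap but missed that limit. A comparison chosen only after this, with fits in which 1 KO array was left out of the comparison without 4PBA, gave 654 to 2788 genes, a range that holds 1047. Of the 1047 genes 883 were also called without 4PBA in the same direction. A change that shrank to 50% or less under 4PBA in the numbered series is argued against: on genes chosen in the lettered series the KO difference under 4PBA was 87.1% of that with vehicle.

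Slide position, with knockouts always in the last columns, and the Cre transgene could each mimic an effect of Derlin-1 loss, and both would recur on the Derlin-2 slide. The 1800 genes changed there by a median of 0.05 in the same direction with vehicle, and by 0.08 under 4PBA, against 0.48 in the Derlin-1 line. Neither therefore accounts for the size of the pattern as a whole. A smaller share is not excluded. On 200 genes chosen in the Derlin-1 line, the Derlin-2 KO arrays scored 0.10 to 0.22, against -0.02 to 0.02 in controls of that slide. The vehicle median also includes the array labelled Derlin-2 KO vehicle 1. Of the 40 tested genes nearest to Derl1 (GRCm38.p6 gene order) 6 were called, 15% against 10.6% of the others (one-sided Fisher's exact test, p 0.248). This was meant to test alleles carried along next to the targeted gene. The controls were floxed mice too, so such alleles need not differ between the groups, and the test decides little. Alleles next to the Cre transgene were not tested. Dim signal is argued against as a source of the pattern, since 6.06% of the 1800 genes were dim on some array, less than the 8.88% of the genes tested, and 93.8% were still called with a common floor. For the 109 dim genes among them a scanner floor stays open, as 35 (32.1%) were still called. In a fit of the 8 arrays alone with slide as a block the real split gave 1018 genes, and 2 of the 35 splits gave as many. The other was the split by slide, which could not be fitted with the block and gave 5596 genes without it; the remaining splits gave at most 2. The split by slide is thus no fit of the same form, and among the 34 splits fitted alike no other came near the real one. Counted over all 35, as set beforehand, the share could not fall below 2 of 35, so chance is not excluded by that count, which is no evidence for it either. In the fit of all 24 arrays with slide as a block 2158 genes were called. A response to the loss of Derlin-1 is a hypothesis, with Cre itself in a Derlin-1 background not tested.

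For 4PBA in Derlin-1 controls, 4PBA in Derlin-1 KO mice and the Derlin-1 KO effect under 4PBA, the real split of the 8 arrays gave 0 genes in limma (316, 724 and 1354 at an unadjusted p under 0.05), and any split gives as many as 0. The 35 of 35 splits that did in each therefore neither exclude chance nor speak for it. The splits by slide gave 7213, 7934 and 7045 genes.

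In the Derlin-2 line most called genes were dim on some array, and a scanner floor that differed between arrays could make such calls. With a common floor most were set to drop out if this were so. Of the genes called between arrays labelled KO and controls with vehicle 55.0% were still called, of those changed by 4PBA in controls 59.1%, and of those changed by 4PBA in KO mice 52.2%. These shares include genes measured on every array, which a floor hardly concerns and of which 6 of 7, 5 of 6 and 7 of 7 were still called, so they do not decide for the dim genes. Of the dim genes 5 of 13 (38.5%), 8 of 16 (50%) and 5 of 16 (31.2%) were still called. A scanner floor therefore stays a candidate source of the calls at dim genes with vehicle and by 4PBA in KO mice, and for 4PBA in controls the share decides nothing. Of the 23 genes called between KO mice and controls under 4PBA 65.2% were still called. These were 7 of 15 dim genes (46.7%) and 8 of 8 measured genes, and a scanner floor stays open for the dim ones. A common floor also shrinks true changes that lie near it and lowers the spread of dim arrays, so these shares are weak evidence both ways. The Derlin-2 comparisons share groups, so a group that deviates can make calls in more than a single comparison.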
